# The complement C3-complement factor D-C3a receptor signalling axis regulates cardiac remodelling in right ventricular failure

**DOI:** 10.1038/s41467-022-33152-9

**Published:** 2022-09-15

**Authors:** Shogo Ito, Hisayuki Hashimoto, Hiroyuki Yamakawa, Dai Kusumoto, Yohei Akiba, Takahiro Nakamura, Mizuki Momoi, Jin Komuro, Toshiomi Katsuki, Mai Kimura, Yoshikazu Kishino, Shin Kashimura, Akira Kunitomi, Mark Lachmann, Masaya Shimojima, Gakuto Yozu, Chikaaki Motoda, Tomohisa Seki, Tsunehisa Yamamoto, Yoshiki Shinya, Takahiro Hiraide, Masaharu Kataoka, Takashi Kawakami, Kunimichi Suzuki, Kei Ito, Hirotaka Yada, Manabu Abe, Mizuko Osaka, Hiromi Tsuru, Masayuki Yoshida, Kenji Sakimura, Yoshihiro Fukumoto, Michisuke Yuzaki, Keiichi Fukuda, Shinsuke Yuasa

**Keywords:** Heart failure, Diagnostic markers, Complement

## Abstract

Failure of the right ventricle plays a critical role in any type of heart failure. However, the mechanism remains unclear, and there is no specific therapy. Here, we show that the right ventricle predominantly expresses alternative complement pathway-related genes, including *Cfd* and *C3aR1*. Complement 3 (*C3*)-knockout attenuates right ventricular dysfunction and fibrosis in a mouse model of right ventricular failure. C3a is produced from C3 by the C3 convertase complex, which includes the essential component complement factor D (Cfd). *Cfd*-knockout mice also show attenuation of right ventricular failure. Moreover, the plasma concentration of CFD correlates with the severity of right ventricular failure in patients with chronic right ventricular failure. A C3a receptor (C3aR) antagonist dramatically improves right ventricular dysfunction in mice. In summary, we demonstrate the crucial role of the C3-Cfd-C3aR axis in right ventricular failure and highlight potential therapeutic targets for right ventricular failure.

## Abstract (web summary)

Right ventricular (RV) failure is clinically crucial, but there is no specific therapy. Here, the authors show that the complement alternative pathway is activated in RV failure and that blockade of the pathway ameliorates RV failure in mice.

## Introduction

Cardiovascular disease is the leading cause of death worldwide^1^. Substantial efforts have been made in studying the pathophysiology of heart failure due to its high prevalence and poor prognosis. Most of the previous studies have focused on left ventricular (LV) failure since the left ventricle plays a central role in supplying blood to the systemic circulation against strong resistance^2^. Therefore, several medical therapies for heart failure have been developed, such as beta-blockers, angiotensin-converting enzyme inhibitors, and mineralocorticoid receptor antagonists. Right ventricular (RV) failure has not been a central issue because the right ventricle pumps blood solely to the pulmonary artery against weak resistance^3^. However, accumulating evidence indicates that RV failure significantly contributes to the pathophysiology of various types of heart failure^4,5^. RV failure is one of the most important predictors of symptoms and prognosis in patients with pure right-sided heart disease^6^. Additionally, RV failure is a strong independent risk factor for survival in patients with LV failure^7,8^. However, drugs developed for treating LV failure are not effective against RV failure^9^, and no effective therapies specifically targeting RV failure exist^9^.

Hence, we aimed to understand the RV failure pathophysiology and develop an effective treatment for RV failure. The right ventricle differs from the left ventricle in many ways, including its structure, function, and developmental origin^10–12^. In terms of cellular properties, cardiomyocytes in the right ventricle are different from those in the left ventricle^10,11^. In humans, certain diseases predominantly affect the right ventricle^13,14^. These findings indicate that the right ventricle has unique characteristics, and hence, there exist therapeutic targets specific to RV failure. Here, we focussed on the right ventricle to dissect the unique molecular signature of RV failure and develop a specific therapy. We believe our findings could pave way for development of RV failure-specific therapeutics.

## Results

### Complement system activation in the right ventricle

To understand the molecular signature of the right ventricle, we first screened for genes specifically expressed in the right ventricle. We separated the murine heart tissue into the left ventricle, right ventricle, and ventricular septum and performed transcriptome analysis. Each cardiac tissue showed differential gene expression patterns for cardiac-specific genes (Supplementary Fig. 1a–f). Global gene expression analysis indicated that each cardiac region showed similar but different gene expression patterns (Fig. 1a). Ingenuity pathway analysis (IPA) of the differentially expressed genes between the right ventricle and left ventricle or between the right ventricle and ventricular septum showed that genes involved in the complement system were significantly enriched in the right ventricle, represented by *Cfd*, *C3*, and *C3ar1* (Fig. 1b, c). Importantly, *CFD*, *C3*, and *C3AR1* are also highly expressed in human RV (Fig. 1d–f). During complement activation, the C3 protein is cleaved into C3a and C3b by C3 convertase complex factors, including complement factor D (Cfd), and C3aR is the receptor of C3a. Therefore, we surmised that the complement system might play an important role in RV functions. To investigate whether the complement system was altered under pathological conditions, we generated an RV failure mouse model induced by pulmonary artery constriction (PAC)^15^. Interestingly, PAC also increased the expression of *Cfd* and *C3ar1* in the right ventricle (Fig. 1g–i). We then confirmed RV dysfunction and upregulation of cardiac failure and fibrotic markers specifically in the right ventricle (Fig. 1j, k; Supplementary Fig. 1g–j). Since C3a is hardly detectable in histological analysis and is a cleaved fragment of C3, C3d is used as a marker of C3 activation and is covalently fixed to tissues^16^. C3d was detected in the right ventricle only after PAC (Fig. 1l). These data suggest that the complement system was activated in the right ventricle, and it might contribute to the pathophysiology of RV failure.

**Fig. 1:**
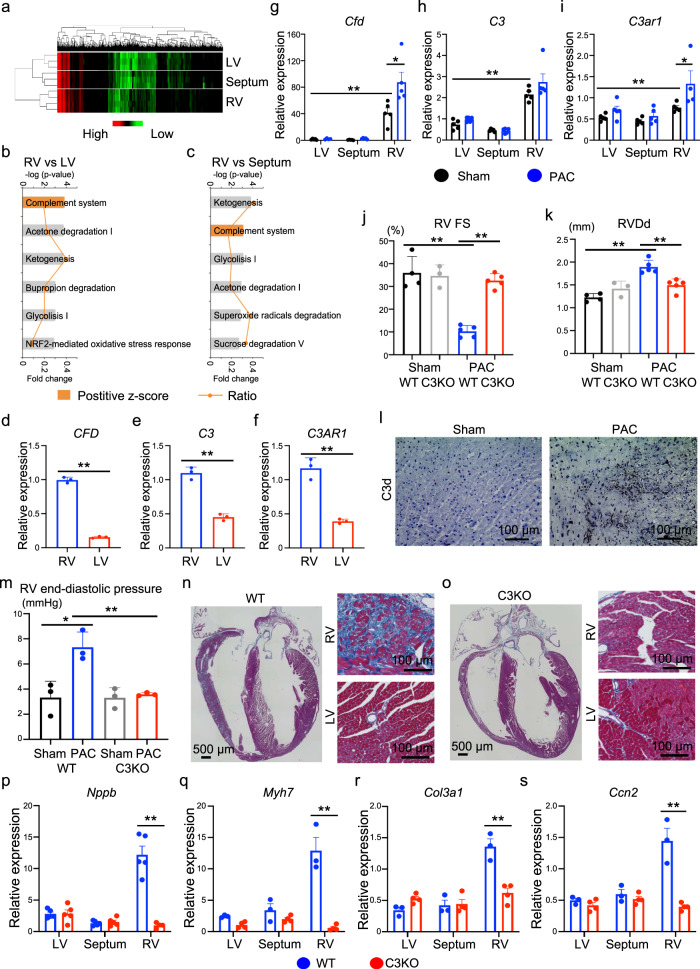
Global depletion of complement factor C3 attenuates right ventricular remodelling in pulmonary artery constriction (PAC) mouse model. **a** Global gene expression heatmap for differentially expressed genes in the left ventricle (LV), ventricular septum, and right ventricle (RV) (*n* = 3–4). **b**, **c** Ingenuity pathway analysis of differentially expressed genes. Significance of the association between the dataset and the canonical pathway (−log (*p*-value) and fold change), and the *z*-score prediction are shown. The significance values are calculated by the right-tailed Fisher’s exact test. **d**–**f** mRNA expression of *CFD*, *C3*, and *C3AR1* in human RV and LV (*n* = 3, *p* = 0.0004, *p* < 0.0001, *p* = 0.001). Data are presented as mean ± standard error of the mean (SEM). **g**–**i** mRNA expression of *Cfd*, *C3*, and *C3ar1* in sham-operated (*n* = 4–5, *p* = 0.0006, *p* < 0.0001, *p* = 0.003) and PAC model mice (*n* = 4–5, *p* = 0.024, *p* = 0.1798, *p* = 0.0207). Data are presented as mean ± SEM. **j**, **k** Measured values of the echocardiogram in sham and PAC models of wild type (WT) and *C3* knockout (C3KO) mice (*n* = 3–5, **j** *p* = 0.001, *p* < 0.0001. **k** *p* < 0.0001, *p* = 0.002). The RV contractile function (right ventricular fractional shortening [RV FS]) and RV size (right ventricular end-diastolic diameter [RVDd]) were evaluated. Data are presented as mean ± standard deviation (SD). **l** Representative immunostaining images for C3d in the RV of PAC model and sham-operated mice (*n* = 3). **m** Measured values of the catheter analysis in sham and PAC models of WT and C3KO mice (*n* = 3, *p* = 0.0174, *p* = 0.0059). RV end-diastolic pressure was evaluated. **n**, **o** Representative Azan staining images of the heart in WT and C3KO mice with PAC (*n* = 3). **p**–**s** mRNA expression of *Nppb, Myh7, Col3a1*, and *Ccn2* in the LV, ventricular septum, and RV of WT and C3KO mice with PAC (*n* = 3–4, *p* = 0.00194, *p* = 0.0010, *p* = 0.0029, *p* = 0.0017). Data are presented as mean ± SEM. mRNA expression of target genes was normalised to that of *Gapdh*. Significance was assessed using a two-tailed unpaired Student’s *t*-test. *p < 0.05; **p < 0.01.

### C3 is a critical factor for RV failure development

C3 is a central component of the complement system, and its activation stimulates several downstream pathways^17^. To explore the possibility that depletion of C3 modulated the progression of RV failure, we performed PAC in wild type (WT) and C3^−/−^ mice. Interestingly, RV systolic dysfunction and dilatation induced by PAC were attenuated in C3^−/−^ mice compared with WT mice, but left ventricle was not affected (Fig. 1j, k; Supplementary Fig. 1k–m). Hemodynamic study using a micro-catheter placed in both ventricles also showed RV dysfunction in WT mice after PAC, represented by a greater RV end-diastolic pressure, but not in C3^−/−^ mice after PAC (Fig. 1m; Supplementary Fig. 1n). Additionally, after PAC, C3^−/−^ mice showed a reduction in the fibrotic area, cardiac failure, and fibrotic marker gene expression in the right ventricle compared with WT mice (Fig. 1p–s; Supplementary Fig. 1o, p).

To investigate whether C3 was also involved in the development of LV failure, we performed transverse aortic constriction (TAC) in WT and C3^−/−^ mice. TAC induced LV systolic dysfunction, dilatation, and fibrosis in the WT and C3^−/−^ mice (Supplementary Fig. 2a–d). Interestingly, TAC also mildly induced fibrosis and elevation of cardiac failure and fibrotic markers in the right ventricle of WT mice. These pathological changes were attenuated in the right ventricle of C3^−/−^ mice (Supplementary Fig. 2c–i). These data suggest that C3 contributed to the development of heart failure specifically in the right ventricle.

### The liver-derived C3 plays a critical role in RV failure development

Although plasma C3 is mainly produced in the liver, C3 is also produced in other tissues where it functions locally^18,19^. To clarify the origin of C3, which contributed to the development of RV failure, we generated a C3 floxed mouse model by conventional homologous recombination (Supplementary Fig. 3a, b). We then created the cardiac- or liver-specific *C3* knockout mice by crossing C3 floxed mice with α-myosin heavy chain promoter-driven Cre (αMHC-Cre) or albumin promoter-driven Cre (Alb-Cre) mice, respectively, and performed PAC surgery. Intriguingly, PAC induced RV dysfunction and dilatation in the cardiac-specific *C3* knockout mice, but these changes were attenuated in the liver-specific *C3* knockout mice (Fig. 2a, b; Supplementary Fig. 3c–e). RV fibrosis was attenuated only in the liver-specific *C3* knockout mice, but left ventricle was not affected (Fig. 2c–f; Supplementary Fig. 3f–i). Consistently, cardiac failure and fibrotic markers were significantly upregulated in the cardiac-specific *C3* knockout mice compared with the liver-specific *C3* knockout mice (Fig. 2g–j). These data suggest that the liver-derived C3 plays a crucial role in the development of RV failure.

**Fig. 2:**
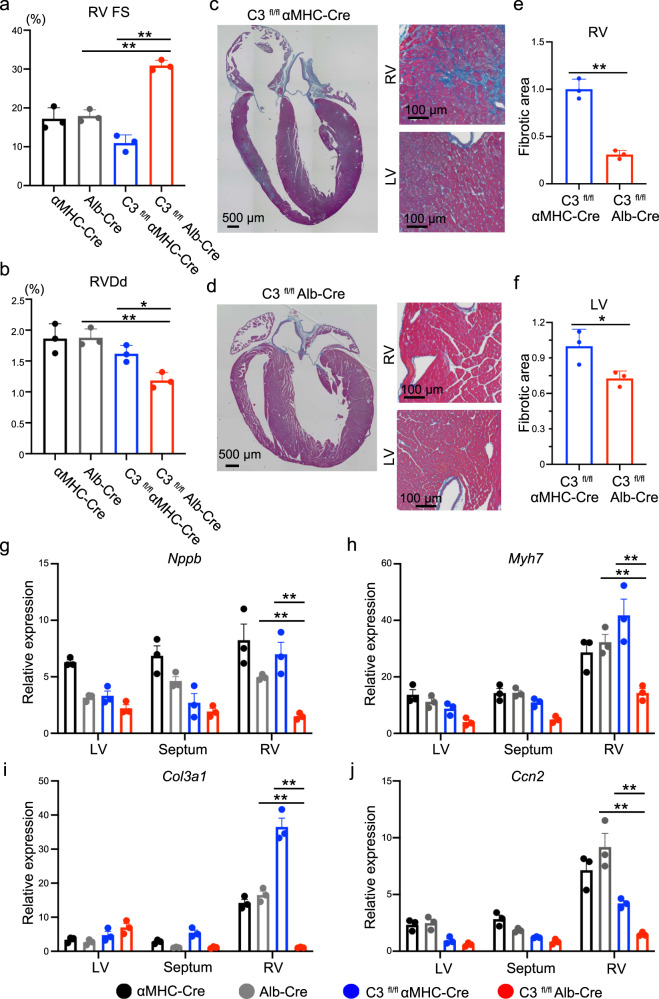
The liver-specific C3 deletion rescues pulmonary artery constriction (PAC)-induced right ventricular dysfunction in mice. **a**, **b** Measured values obtained from the echocardiogram in α-myosin heavy chain promoter-driven Cre (αMHC-Cre) PAC, and albumin promoter-driven Cre (Alb-Cre) PAC, C3 floxed αMHC-Cre (C3^fl/fl^ αMHC-Cre) PAC, and C3 floxed Alb-Cre (C3^fl/fl^ Alb-Cre) PAC mice (*n* = 3, **a** *p* = 0.0002, *p* < 0.0001, **b** *p* = 0.0015, *p* = 0.0147). The right ventricle (RV) contractile function (right ventricular fractional shortening [RV FS]) and RV size (right ventricular end-diastolic diameter [RVDd]) were evaluated. Data are presented as mean ± standard deviation (SD). **c** Representative images of Azan staining of the heart in C3^fl/fl^ αMHC-Cre PAC mice (*n* = 3). **d** Representative images of Azan staining of the heart in C3^fl/fl^ Alb-Cre PAC mice. LV, left ventricle (*n* = 3). **e**, **f** Quantified fibrotic area of the RV and LV in C3^fl/fl^ αMHC-Cre and C3^fl/fl^ Alb-Cre PAC model mice (n = 3, p = 0.0005, p = 0.039). Data are presented as mean ± SD. **g**–**j** qRT-PCR analysis of the expression of heart failure markers (*Nppb* and *Myh7*) and fibrotic markers (*Col3a1* and *Ccn2*) in the LV, ventricular septum, and RV of αMHC-Cre PAC, and Alb-Cre PAC, C3^fl/fl^ αMHC-Cre PAC, and C3^fl/fl^ Alb-Cre PAC mice (*n* = 3, **g** *p* < 0.0001, *p* = 0.0003, **h** *p* < 0.0001, *p* < 0.0001, **i** *p* < 0.0001, *p* < 0.0001, **j** *p* < 0.0001, *p* = 0.0012). Data are presented as mean ± standard error of the mean. In qRT-PCR analysis, expression of target genes was normalised to that of *Gapdh*. Significance was assessed using a two-tailed unpaired Student’s *t*-test. *p < 0.05; **p < 0.01.

### Cfd/CFD is a critical factor for RV failure

In the complement activation cascade, cleavage of C3 by C3 convertase generates the active molecules C3a (anaphylatoxin) and C3b (opsin)^20^. Cfd is required for the generation of the C3 convertase complex and is essential for producing C3a^21^. Since *Cfd* was enriched in the right ventricle, we next focused on the C3-Cfd signalling axis in the pathogenesis of RV failure. We performed PAC in *Cfd*^−/−^ mice, which showed no apparent gross abnormalities at baseline^22,23^. Similar to C3^−/−^ mice, PAC-induced RV dysfunction and dilatation were significantly suppressed in *Cfd*^−/−^ mice, but left ventricle was not affected (Fig. 3a, b; Supplementary Fig. 4a–c). RV fibrosis, cardiac failure, and fibrotic marker gene expression were also significantly suppressed in *Cfd*^−/−^ mice compared with WT mice (Fig. 3c–g; Supplementary Fig. 4d, e).

**Fig. 3:**
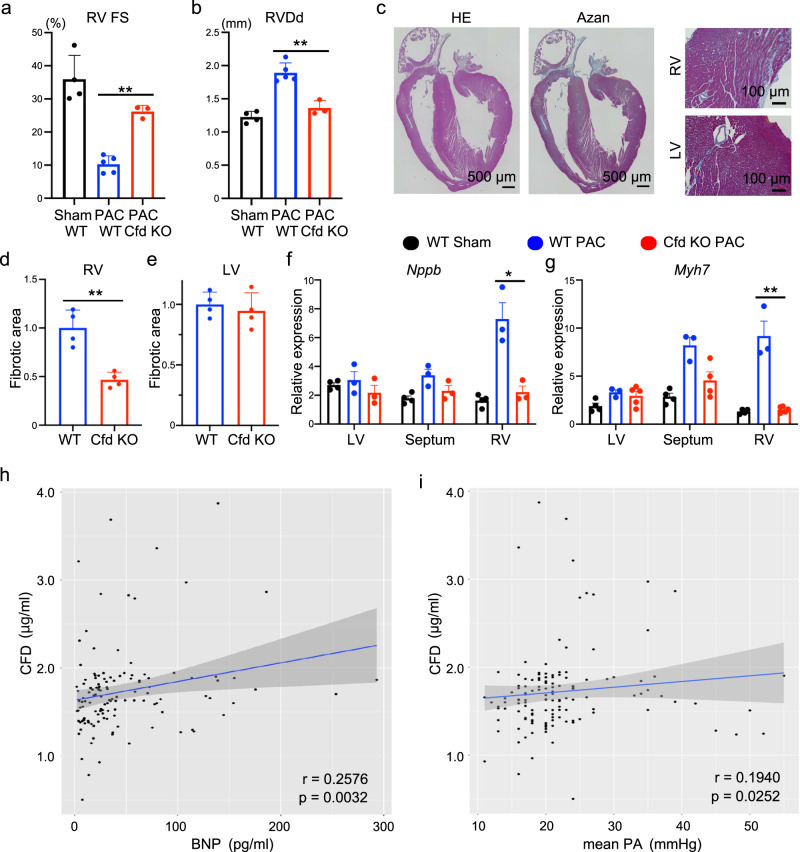
Complement factor D (Cfd) plays an important role in mice with pulmonary artery constriction (PAC)-induced right ventricular (RV) dysfunction and patients with RV failure. **a**, **b** Measured values obtained from the echocardiogram in wild type (WT) sham, WT PAC mice, and *Cfd* knockout (Cfd KO) PAC mice (*n* = 4, 5, 3, *p* < 0.0001, *p* = 0.0017). The right ventricle (RV) contractile function (right ventricular fractional shortening [RV FS]) and RV size (right ventricular end-diastolic diameter [RVDd]) were evaluated. Data are presented as mean ± standard deviation (SD). **c** Representative images of hematoxylin-eosin (HE) staining and Azan staining of the heart in Cfd KO PAC mice. LV, left ventricle (*n* = 4). **d**, **e** Quantified fibrotic area of the RV and LV in WT PAC and Cfd KO PAC model mice (*n* = 4). Data are presented as mean ± SD. **f**, **g** qRT-PCR analysis of the expression of heart failure markers (*Nppb* and *Myh7*) in the LV, ventricular septum, and RV of WT sham, WT PAC, and Cfd KO PAC mice (*n* = 3–5, *p* = 0.0135, *p* = 0.0005). Data are presented as mean ± standard error of the mean (SEM). In qRT-PCR analysis, expression of target genes was normalised to that of *Gapdh*. Significance was assessed using a two-tailed unpaired Student’s *t*-test. *p < 0.05; **p < 0.01. **h** Scatter plots showing the correlation between the CFD concentration and B-type natriuretic peptide (BNP) concentration in the overall cohort (*n* = 129; mean age = 66.5 ± 15.1 years; 69.8% women). Spearman correlation coefficient and two-tailed p-value are shown. Linear regression line (blue line) with 95% confidence intervals (grey area) is represented. **i** Scatter plots showing the correlation between the CFD concentration and mean pulmonary artery (PA) pressure in the overall cohort (*n* = 133; mean age = 66.1 ± 15.3 years; 70.7% women). Spearman correlation coefficient and two-tailed p-value are shown. Linear regression line with 95% confidence intervals is represented.

Based on the findings that the C3-Cfd signalling axis contributed to the development of RV failure in mice, we decided to examine whether the complement system was also involved in human RV failure pathogenesis. We examined the plasma concentrations of C3 and CFD in patients with chronic RV failure and compared these with the severity of the disease represented by the mean pulmonary artery (PA) pressure and plasma B-type natriuretic peptide (BNP) level. Plasma C3 concentration did not correlate with plasma BNP levels or mean PA pressure (Supplementary Fig. 4f, g). However, plasma CFD concentration was significantly correlated with plasma BNP levels and mean PA pressure (Fig. 3h, i). These data suggest that CFD was correlated with the severity of human RV failure.

### C3a directly regulates cardiac gene expression

Since *C3ar1* was highly expressed in the right ventricle, we focused on the C3a-C3aR signalling axis in the heart. We examined whether C3a regulated cardiac-specific gene expression in cultured rat cardiomyocytes. Several types of mitogen-activated protein kinases (MAPKs) play a central role in cardiac remodelling and heart failure^24^. The addition of C3a activated extracellular signal-regulated kinase (ERK) in a time-dependent manner and weakly activated p38, but it did not activate c-Jun N-terminal kinase (JNK) (Fig. 4a). To examine whether C3a-dependent ERK phosphorylation was mediated by C3aR, we used siRNA to knockdown *C3ar1*. As expected, *C3ar1* knockdown blocked C3a-dependent ERK activation (Fig. 4b). 

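Neonatal rat ventricular cardiomyocytes (NRVCs), primary cells from the ventricles of newborn rats, were cultured with or without recombinant C3a, the fragment that C3 releases on cleavage. RNA from 3 cultures without C3a (control) and 3 with C3a was labelled with the dye Cy3, and each sample was hybridised to its own 1-colour Agilent SurePrint G3 Rat array. The sample records give a C3a concentration of 0.5 µg/ml, 12 h of exposure and a serum-free medium. The methods give 1 h of starvation in 1% fetal bovine serum before stimulation. The authors deposited the scanner output of every array, with intensities that the scanner software had corrected for background, and a table of log2 values. Each array held 45598 different probes besides the control spots. All 6 arrays lay on 1 slide that was scanned in 1 session, the controls on one side and the C3a arrays on the other, so the side of the slide and the treatment cannot be told apart. The share of probes well above background was 38.6% on control replicate 1, 57.3% and 55.8% on the other controls, and between 53.7% and 54.7% on the C3a arrays. Control replicate 1 had a median local background of 47 intensity units, against 23 or 24 on the other arrays. No spot was saturated. Here the log2 of the background-corrected signal was taken relative to the 75th percentile of its array, which was between 207 and 367 intensity units. The 23438 probes well above background on all 3 arrays of at least one condition were kept and compared with limma, which shares the estimate of spread across probes. The number of arrays limits the precision. The deposited log2 table, which covers 36638 of the probes, correlated with the scanner values at r of at least 0.99999 across probes on every array.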

Next, to understand the role of C3a in cardiomyocytes, we performed a global gene expression analysis of cardiomyocytes cultured in the presence or absence of C3a stimulation (Fig. 4c; Supplementary Fig. 5a). 

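Genes for a pathway analysis are those whose expression differs with C3a. Of the 23438 kept probes, 0 were higher and 0 were lower with C3a at an adjusted p under 0.05 from limma, and the smallest adjusted p was 0.697. At an unadjusted p under 0.05, limma gave 783 probes higher and 581 lower, or 1364 in all, where chance alone would give 1172. The test of the methods, run on the same values without limma's shared spread, gave 752 probes higher and 356 lower at p under 0.05. These were 1108 in all, below the 1172 that chance alone would give, and 0 passed after Benjamini-Hochberg adjustment. The C3a and control cultures share replicate numbers, and arrays of the same number deviated together. With the replicate block, that is with these numbers as pairs, the count at an unadjusted p under 0.05 was 3198 probes, 1832 higher and 1366 lower, and 0 passed the adjusted threshold. Leaving out control replicate 3 raised the unpaired count to 2139, leaving out C3a replicate 1 lowered it to 895, and leaving out C3a replicate 3 lowered it to 709. The balance of higher and lower probes at this threshold depended on the filter on dim probes and on the scaling, over sets of probes that were shared in part. Probes well above background on all 6 arrays gave 370 higher and 639 lower, and no filter gave 359 higher and 676 lower. The filter on 2 of 3 arrays, chosen after seeing the data, gave 766 higher and 674 lower. There were 565 higher and 725 lower when the percentile was taken over probes detected on all arrays. There were 41 higher and 2558 lower without normalization between arrays, where the median log2 fold change of all kept probes was -0.28, against 0.048 with the 75th percentile, and 4 lower probes passed the adjusted threshold. On simulated arrays with 23438 probes, limma called 31 of 50 probes changed by 1 on the log2 scale, 47 of 50 changed by 2, and 2 of 50 changed by 0.5. The median size of the change among the 1364 probes was 0.45, which choosing probes by p raises, so it is not a like measure to the simulated changes.

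**Figure D1:**
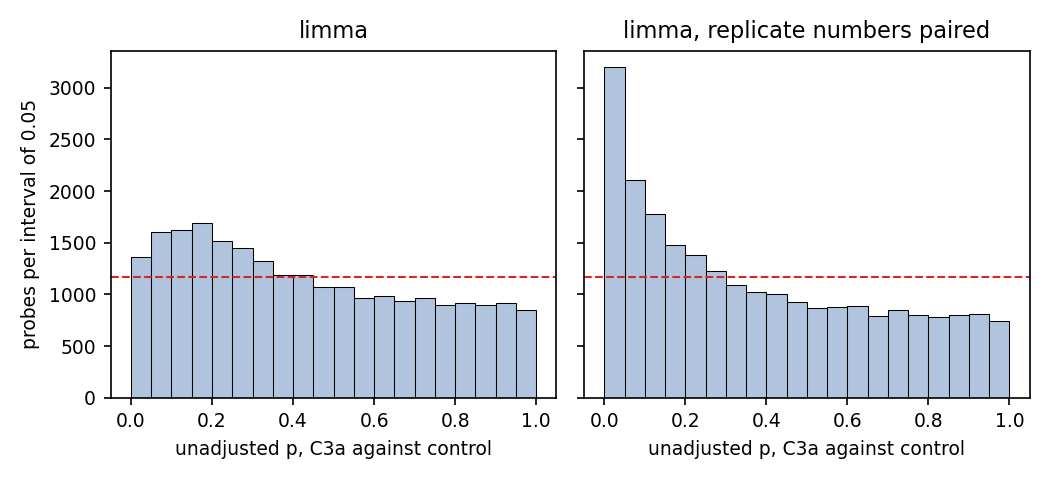
Histograms of the unadjusted limma p of the 23438 kept probes, C3a against control, without pairing (left) and with replicate numbers as pairs (right). Each bar spans 0.05, and the dashed line marks the 1172 probes per bar that chance alone gives. The lowest bar holds 1364 probes on the left and 3198 on the right.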

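The 6 pathways of Fig. 4d were examined with gene lists written from general knowledge in advance, which are not the Ingenuity lists. With 0 genes called by limma, the overlap with the lists was not tested there, and 0 genes passed when adjusted over the list alone, with or without the replicate block. At the unadjusted threshold of the methods, 512 of 10392 genes (4.93%) were called. Among them were 3 of 30 oncostatin M genes, 4 of 65 genes for NFAT in cardiac hypertrophy and 2 of 60 for NFAT in the immune response. There were also 4 of 37 CNTF genes, 4 of 48 JAK/Stat genes and 1 of 40 chemokine genes. Each gene was counted by its brightest kept probe alone, so a change in another of its probes does not enter these counts. A one-sided Fisher's exact test gave adjusted p between 0.420 and 0.868 over the 6 lists. Among these genes, named after their values were seen, Stat3, Nfatc2, Pik3ca, Sos2, Bcl2l1 and Ccl5 were higher with C3a, and Shc1, Tgfb3, Edn1 and Nfat5 were lower. Stat3 is in 3 of the lists, with a log2 fold change of 0.20, and the largest changes were -0.55 for Edn1 and 0.48 for Bcl2l1. As whole lists, the mean log2 fold change was 0.019 for oncostatin M, 0.023 for NFAT in cardiac hypertrophy, 0.015 for NFAT in the immune response, -0.021 for CNTF, 0.019 for JAK/Stat and 0.011 for chemokine genes. The adjusted p was 0.975 for each of them with limma's camera, which compares a list with all other genes, and between 0.395 and 0.584 with fry, which tests the list by itself. For CNTF the mean and camera were below 0, while the median, 0.017, and fry were above. For oncostatin M and NFAT in the immune response camera gave a lower direction, relative to all other genes, beside a mean, a median and fry above 0.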

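Genes that mark cardiac stress and fibrosis were well above background on all 6 arrays. With C3a, the log2 fold change was -0.092 for Nppa, 0.013 for Nppb, 0.16 for Myh7, 0.22 for Myh6, -0.037 for Col3a1 and -0.15 for Ccn2. Adjusted p from limma lay between 0.743 and 0.978, and each change was smaller than 2 of its standard errors. No direction is given, since that of Nppb, Myh7 and Myh6 differed with the scaling of the arrays and that of Nppa, Col3a1 and Ccn2 with array weights. The loading control Gapdh has 8 probes, which ranged from -0.16 to 0.28, with 4 above 0 and 4 below. Its brightest probe changed by 0.16 (adjusted p = 0.743 from limma), and by about 0 (-4.5e-05) after quantile normalization.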

IPA of genes enriched in the presence of C3a stimulation showed that the heart failure- and inflammation-related pathways were involved (Fig. 4d). We then searched for genes that showed changes in expression similar to that observed in our in vivo analyses. 

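In NRVCs, the signal of Ccl5, which encodes a chemokine, was -2.71 ± 0.17 (SD, n = 3) without C3a and -2.36 ± 0.10 (SD, n = 3) with C3a, as log2 relative to the 75th percentile of the array. Its log2 fold change was 0.35 (standard error 0.12), or 1.28-fold. The signal of Cebpa, which encodes a transcription factor, was -2.75 ± 0.13 (SD, n = 3) without C3a and -2.28 ± 0.15 (SD, n = 3) with C3a. Its log2 fold change was 0.47 (standard error 0.12), or 1.38-fold. For both genes, all 3 C3a arrays lay above all 3 controls (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The unadjusted p from limma was 0.0217 for Ccl5 and 0.00555 for Cebpa, ranks 550 and 137 of the 23438 probes, and the adjusted p from limma was 0.743 for both. Adjusted over the list alone, that is over the 11 genes named in the study that have a kept probe, the p from limma was 0.119 for Ccl5 and 0.0611 for Cebpa. With the replicate block it was 0.0612 for Ccl5 and 0.0254 for Cebpa, so that Cebpa passed 0.05 there, a combination chosen after seeing the data. Since the study chose both genes on these samples, that adjustment is not independent evidence. In the unadjusted test of the methods, p was 0.0369 for Ccl5 and 0.0143 for Cebpa, both under the threshold of 0.05. Both probes were dim, and on control replicate 1 neither was well above background, so 2 of 3 control arrays measured them. Without control replicate 1, the log2 fold change was 0.31 for Ccl5 and 0.54 for Cebpa. A further Cebpa probe was not well above background on any array. Without normalization between arrays, a setting planned in advance, the log2 fold change fell to 0.026 for Ccl5 and 0.14 for Cebpa. Scaling to the spike-in transcripts, chosen after seeing the data, moved both values most, to -0.099 for Ccl5 and 0.017 for Cebpa.

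**Figure D2:**
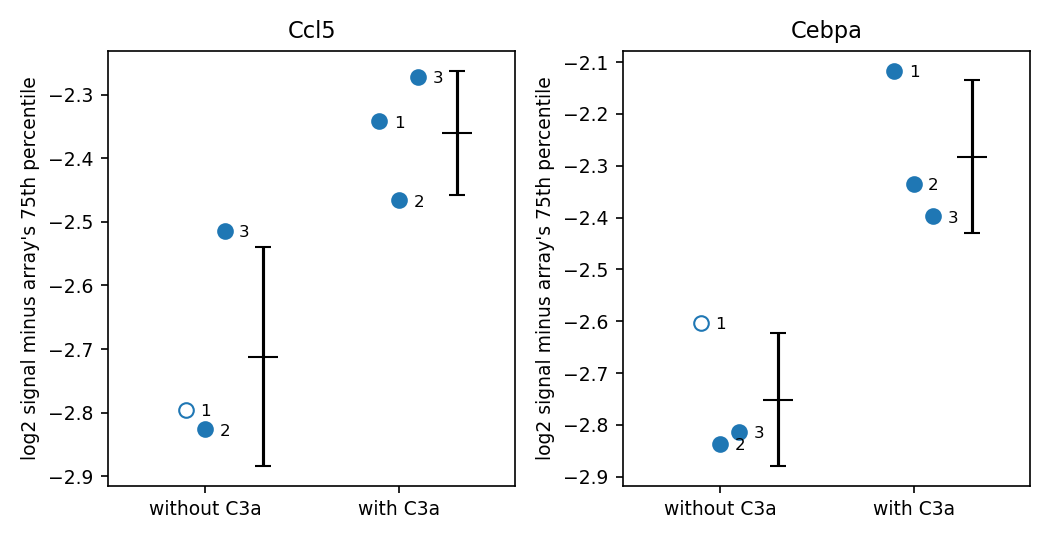
Log2 signal of the Ccl5 (left) and Cebpa (right) probe on each array, relative to the 75th percentile of the array, without and with C3a. Circles are arrays with their replicate number, open where the probe was not well above background, and bars show the mean and SD of 3 arrays. The C3a arrays lie above the controls for both genes, and the open circle in each plot is control replicate 1.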

Among the genes enriched under C3a stimulation (Supplementary Fig. 5a), the expression of *Ccl5* and *Cebpa* was significantly upregulated in WT mice with PAC and suppressed in C3^−/−^ mice with PAC (Supplementary Fig. 5b, c). Therefore, these genes could be the downstream targets of the C3a-C3aR signalling axis in RV failure.

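The receptor for C3a was measured on the same arrays. The brighter C3ar1 probe was well above background on all 6 arrays, at -2.08 ± 0.19 (SD, n = 3) without C3a and -1.99 ± 0.20 (SD, n = 3) with C3a on the relative log2 scale. Its log2 fold change was 0.092 (adjusted p = 0.851 from limma), and it was -0.23 without normalization between arrays and -0.36 with spike-in scaling. A dimmer C3ar1 probe was well above background on 2 of 3 arrays in each group. The Cfd probe, measured on 2 of 3 control arrays and all 3 C3a arrays, had a log2 fold change of 0.040 (adjusted p = 0.972 from limma), which was -0.28 without control replicate 2 and without normalization alike. The C3 probe was well above background on 2 of 3 control arrays and 1 of 3 C3a arrays, and was not compared. In mice with PAC, the paper reports higher Ccl5 and Cebpa expression in wild type and its suppression in C3 knockouts. From this and their rise in NRVCs, it proposes that both genes could be targets of the C3a-C3aR axis.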

**Fig. 4:**
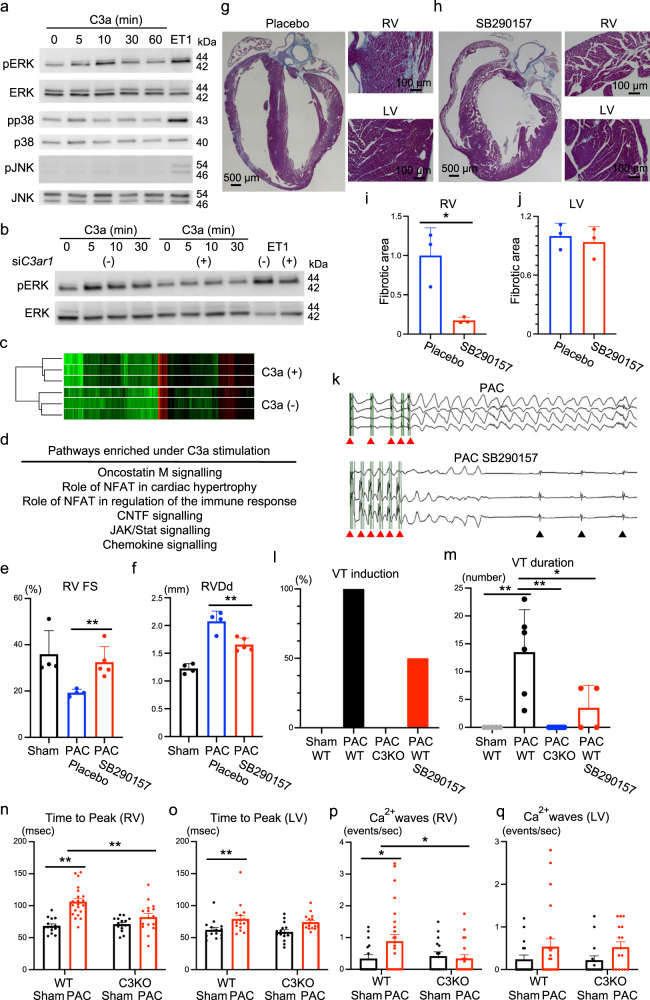
C3a receptor blockade attenuates right ventricular (RV) failure and ventricular arrhythmia. **a** Western blotting of phospho-ERK (pERK), total ERK (ERK), phospho-p38 (pp38), total p38, phospho-JNK (p-JNK), and total JNK (*n* = 3) in neonatal rat ventricular cardiomyocytes (NRVCs) treated with C3a in a time-dependent manner. Endothelin 1 (ET1) was used as a positive control. **b** Western blotting of pERK and ERK in the presence of *C3ar1* siRNA (*n* = 3). **c** Global gene expression heatmap of NRVCs in the presence of C3a (*n* = 3). **d** Pathway enrichment analysis using genes differentially expressed under recombinant C3a protein stimulation. **e**, **f** Measured values of the echocardiogram in wild type (WT) sham, WT pulmonary artery constriction (PAC), and WT PAC mice treated with SB290157 (*n* = 4–5, *p* = 0.007, *p* = 0.004). The Right ventricular (RV) fractional shortening [RV FS] and RV end-diastolic diameter [RVDd] were evaluated. Data are presented as mean ± standard deviation (SD). **g**, **h** Representative Azan staining images of WT PAC mice under placebo or SB290157 treatment (*n* = 3). LV, left ventricle. **i**, **j** Quantified fibrotic area of the RV and LV in WT PAC mice under placebo or SB290157 treatment (*n* = 3, *p* = 0.0156, *p* = 0.6217). Data are presented as mean ± SD. **k** Representative electrocardiogram showing ventricular tachycardia (VT) after electrical program stimulation (red arrowhead) in WT PAC mice under SB290157 treatment. Black arrowhead shows normal ventricular beats. **l**, **m** The percentages of VT induction and VT duration after electrical program stimulation in WT sham, WT PAC, *C3* knockout (C3KO) PAC, and WT PAC mice treated with SB290157 (*n* = 4–9, *p* < 0.001, *p* < 0.001, *p* = 0.044). Data are presented as mean ± SD. **n**–**q** Measured values of Ca^2+^ transients in singled cardiomyocytes from RV and LV of sham and PAC models of WT and C3KO mice. Time to peak and Ca^2+^ wave frequency (*n* = 15–26, **n** *p* < 0.001, *p* = 0.0017, **o** *p* = 0.0054, **p** *p* = 0.020, *p* = 0.0197) were evaluated. Data are presented as mean ± standard error of the mean. Significance was assessed using a two-tailed unpaired Student’s *t*-test. *p < 0.05; **p < 0.01.

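For the arrays behind the heatmap of NRVCs in Fig. 4c, the distance between arrays was taken as 1 minus the Pearson correlation over the 23438 kept probes. The mean distance was 0.00779 among the 3 control arrays, 0.00481 among the 3 C3a arrays and 0.00705 between the conditions. Of the pairs across conditions, the 3 with the same replicate number had a mean distance of 0.00587 and the other 6 a mean of 0.00765. Over all pairs, the mean distance across conditions was above that within conditions by 0.00075, a difference that was not tested. Average linkage set control replicate 2 apart from the other 5 arrays, and control replicate 3 lay closest to C3a replicate 2, at a distance of 0.00313. Without a filter on dim probes, the difference was -0.0014, and control replicate 1 stood apart. Over the 1108 probes with p under 0.05 in the unadjusted test of the methods, the first branches separated the 3 control from the 3 C3a arrays, as choosing probes by that test makes them. All 3 C3a arrays lay above all 3 controls for 1884 kept probes and below them for 1045. Together these are 12.5% of the kept probes, where chance gives 10%.

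**Figure D3:**
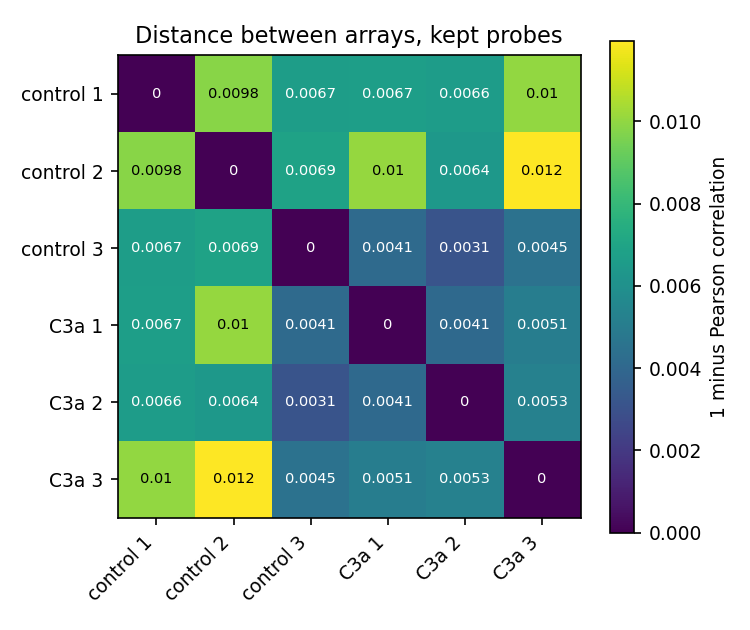
Distance between the 6 arrays, as 1 minus the Pearson correlation over the 23438 kept probes. Rows and columns are the control and C3a arrays by replicate, and each cell gives the distance of a pair. Control replicate 3 and C3a replicate 2 are the closest pair, at 0.0031, and control replicate 2 lies farthest from C3a replicate 3, at 0.012.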

### C3aR blockade ameliorates the development of RV failure after PAC

From a clinical point of view, we investigated the applicability of the C3a-C3aR pathway in treating RV failure. We used a non-peptide C3aR antagonist, SB290157, to selectively block C3aR signalling^25^. SB290157 administration significantly suppressed the development of RV dysfunction after PAC in WT mice (Fig. 4e, f; Supplementary Fig. 6a–c). Furthermore, increases in the weights of the liver, lung, and heart, which are signs of heart failure, were suppressed by SB290157 treatment (Supplementary Fig 6d–f). Fibrosis and elevation of cardiac failure and fibrotic markers in the right ventricle were also attenuated in mice with PAC by SB290157 treatment, but left ventricle was not affected (Fig. 4g–j; Supplementary Fig. 6g–k).

Given that arrhythmia could be a fatal complication of RV failure, we investigated whether SB290157 affected the incidence of arrhythmia in mice with PAC. RV free wall tachypacing easily induced ventricular tachyarrhythmia in mice with PAC, but not in sham-operated mice. Interestingly, C3^−/−^ and WT mice with SB290157 treatment significantly suppressed the induction of ventricular tachyarrhythmia and reduced the duration of ventricular tachyarrhythmia in mice with PAC (Fig. 4k–m). Calcium homeostasis plays a pivotal role in cardiomyocyte excitation-contraction coupling, and its impairment leads to RV failure and arrhythmic events^26^. In isolated RV cardiomyocytes, time to peak Ca^2+^ transient was prolonged by PAC in WT mice, and its prolongation was suppressed in C3KO mice (Fig. 4n–o). The frequency of spontaneous Ca^2+^ waves was increased by PAC in WT RV cardiomyocytes, and its frequency was attenuated in C3KO RV cardiomyocytes (Fig. 4p–q). Therefore, these data suggest that abnormal Ca^2+^ dynamics is manifested in RV failure, and C3KO ameliorates its aberrant Ca^2+^ dynamics.

## Discussions

RV functioning integrates preload, afterload, contractility, configuration, size, pericardial constraint, and interaction with the left ventricle^27^. Dysregulation of each of these factors induces RV failure. Its underlying causes include pulmonary vascular disease, parenchymal lung disease, RV infarction, congenital heart diseases, and LV failure. Although therapies for some specific diseases have been developed, specific therapies for RV failure have not been developed. To develop a drug for RV failure, it is important to understand its pathogenesis by murine RV failure models^28,29^. Constriction of the pulmonary artery could induce less systemic or toxic effects, but a constant constriction of the pulmonary artery would ensure a constant afterload^30,31^. Although PAC operation is technically difficult in mice and requires time to master, a well-sized PAC represents a valuable model of chronic pressure overload-induced RV failure.

Understanding innate immunity helps us to understand the role of the complement system in sterile inflammation^32^. Recent data show the possible involvement of the complement system in LV failure^33^. The complement system is activated in patients with LV failure, and complement factors are associated with clinical outcomes^34,35^. Low levels of plasma C3 can be a predictive marker of early death in patients with LV failure^36^, and increased levels of complement factor B and Bb are associated with mortality in patients with LV failure^37^. Animal model studies also uncovered the role of the complement system in LV failure^38–40^. Pulmonary arterial hypertension is one of the important diseases to induce RV failure and is induced by hypoxia in experimental animals. The complement system activation was observed in the perivascular lesion in hypoxic lung, and would be involved in the pathology of pulmonary hypertension^41,42^. These basic and clinical studies focused solely on LV failure and lung, and not on RV failure.

Upon activation of the complement system, the central component factor C3 is cleaved^43^. Cfd is a rate-limiting enzyme in the alternative pathway and controls subsequent processes^44^. In the right ventricle, *Cfd* is predominantly expressed. C3 is highly abundant, but C3a is quickly converted by carboxypeptidase N into C3a-desArg^45^ and C3a-desArg cannot bind to C3aR^46^. Therefore, we speculated that the C3a-C3aR signalling axis was only involved in RV failure. C3a-mediated signalling has been described as proinflammatory or anti-inflammatory; thus, these effects are context-specific^47–49^. It remains unclear why complement-related genes are highly expressed in the right ventricle. The complement system fundamentally prepares the body for infections by a lytic cascade activation, but is a complex innate immune surveillance system, playing a role in host homeostasis, inflammation, and in the defense against pathogens^50,51^. The right ventricle is in the venous return circulation system and is possibly at a risk of pathogen and foreign material intrusion. Therefore, basal expression of complement-related genes may play a role in surveillance and protection under physiological conditions. Nonetheless, in the current study, it remains unclear whether the upstream complement pathway could be activated and as to how this pathway is maintained in RV failure. The C3aR antagonist rescued the pathological phenotype, and we speculated that the downstream pathway, the membrane attack complex, would not play a role in RV failure. Therefore, it would be interesting for future studies to determine whether the downstream signalling could be activated in RV failure. The C3aR antagonist, SB290157 is widely used to explore the role of C3aR in animal experiments, but may have other effects, such as a partial C5aR1 agonist^52^. In drug study, we should take off target effect into consideration.

In summary, we showed that the right ventricle specifically expressed *Cfd* and *C3aR1*, and their expression was exaggerated in PAC-induced RV failure. Whole body *C3* deletion*, Cfd* deletion, and the liver-specific *C3* deletion ameliorated PAC-induced RV failure in mice. In patients with RV failure, the CFD concentration was significantly correlated with the severity of RV failure. C3a directly regulated the expression of several genes through C3aR in cardiomyocytes, and the C3aR antagonist ameliorated PAC-induced RV failure in mice. Currently, there is no specific biomarker for patients with RV failure, and hence, we speculate that CFD could be a disease marker for RV failure in humans. Anaphylatoxins have recently been explored as therapeutic targets for several diseases^53–55^. Here, we showed the crucial role of the C3-Cfd-C3aR signalling axis in RV failure and highlighted the potential therapeutic targets for RV failure, which has no pharmacologic options at present. It would be interesting to develop C3-, C3a-, or CFD-targeted drugs for RV failure treatment.

## Methods

### Animal

This study conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (Publication no. 85-23, revised 1996), and the study protocol was approved by the Institutional Animal Care and Use Committee at the Keio University School of Medicine. To generate *C3*-flox mice, a targeting vector was constructed as follows: a 1.1 kb DNA fragment carrying exons 24 and 25 of the *C3* gene was amplified by polymerase chain reaction (PCR) and inserted between the *Kpn*I sites of the middle entry clone (pDME-1). This clone consisted of a DNA fragment of pgk promoter-driven *Neo*-poly(A) flanked by two *frt* sites, and two *loxP* sequences located 123 bp upstream of exon 24 and 108 bp downstream of exon 25, respectively. The 5.8 kb upstream and 7.2 kb downstream homologous genomic DNA fragments were subcloned into the 5′ entry clone (pD5UE-2) and 3′ entry clone (pD3DE-2), respectively. For targeting vector assembly, the three entry clones were recombined into a destination vector plasmid (pDEST-DT; containing a cytomegalovirus enhancer/chicken actin (CAG) promoter-driven diphtheria toxin gene) using MultiSite Gateway Technology (Thermo Fisher Scientific). Homologous recombinant embryonic stem (ES) clones were identified by Southern blot and PCR analyses. ES cell culture and chimeric mice generation were performed as previously described^56^.

*C3*^*−/−*^ mice (C57BL/6 N background), α-myosin heavy chain promoter-driven Cre mice (αMHC-Cre) and albumin promoter-driven Cre mice (Albumin-Cre; C57BL/6 background) were purchased from the Jackson Laboratory. αMHC-Cre mice and Albumin-Cre mice were backcrossed to the C57BL/6 N background. Cardiac-specific *C3*-knockout mice were generated by crossing C3^flox/flox^ mice with αMHC-Cre mice. Liver-specific *C3*^*−/−*^ mice were generated by crossing C3^flox/flox^ mice with Albumin-Cre mice. *Cfd*^*−/−*^ mice (C57BL/6 N background) were generated using the CRISPR/Cas9 system, as described previously^23^. In all genetically modified mice, genotypes were confirmed by PCR analysis (please see Supplementary Table 1 for list of primer sequences).

### Establishment of the pulmonary artery constriction (PAC) mouse model

PAC surgery was performed on 8-week-old C57BL6 mice as previously described^15^. The surgery was performed using a ventilator to acquire passive respiration, and anaesthesia was induced with 2–4% isoflurane. The main trunk of the pulmonary artery was constricted using a 25-gauge blunt needle as the calibrator. The pulmonary artery blood flow was detected by Doppler echocardiogram analysis 2 weeks after surgery. The sham operation followed the same procedure, except that the pulmonary artery was not constricted. Mice were examined for the subsequent analyses 2–4 weeks after surgery.

### Establishment of the transverse aortic constriction (TAC) mouse model

TAC surgery was performed on 8-week-old mice, as previously described^15^. The surgery was performed using a ventilator to acquire passive respiration, and anaesthesia was induced with 2–4% isoflurane. The aorta was constricted using a 27-gauge blunt needle as the calibrator. The innominate artery and left common carotid artery blood flows were detected by Doppler echocardiogram analysis 1 week after surgery. The sham operation followed the same procedure, except that the aorta was not constricted. Mice were examined for the subsequent analyses 4 weeks after surgery.

### Echocardiography

Mice were anaesthetised using isoflurane, and echocardiography was performed using ultrasonography (Vevo 2100 system, Visual Sonics, Toronto, Canada) with a 30 MHz probe. Stable images were obtained in the M-mode, B-mode, and Doppler Mode. The LV inner dimension and fractional shortening were measured using the M-mode. The RV inner dimension and fractional shortening were measured using the B-mode. The pulmonary arterial pressure gradient was obtained using the Doppler Mode. Heart rate did not differ significantly among the experimental groups during the echocardiographic assessments. All analyses were performed in a blinded manner with respect to the mice genotype.

### In vivo electrophysiological study (EPS)

An in vivo EPS was performed 2–4 weeks after PAC or sham operation. Mice were anaesthetised with a mixture of 0.3 mg/kg medetomidine, 4.0 mg/kg midazolam, and 5.0 mg/kg butorphanol. The heart rate was maintained at 400–500 bpm during the EPS. Programmed electrical stimulations (burst pacing and extrastimulus pacing) were delivered from the right ventricle using 1.1-Fr electrophysiology catheters (EPR-800, Millar, Houston, TX, USA), and electrocardiograms were recorded by electrodes placed on the extremities.

### In vivo hemodynamic study

LV and RV function were assessed by pressure catheter in vivo^57^. Mice were anesthetized using isoflurane. The right carotid vein was exposed, and a 1.4-Fr pressure catheter (SPR-839; Millar Instruments, Houston, TX) was inserted into the RV while recording in digital form (MPVS PL3508 PowerLab 8/35, ADInstruments) at the acquisition rate of 2 kHz for analysis (LabChart 8 pro, ADInstruments). Next, the left carotid artery was exposed, and a 1.4-Fr pressure catheter was inserted into the LV while recording LV pressure. All values were averaged over five consecutive cardiac cycles during stable phase of the respiratory cycle.

### Administration of the C3a receptor (C3aR) antagonist SB290157

C3aR antagonist SB290157 (Sigma-Aldrich) was administered (10 mg/kg body weight/day) using an Alzet micro-osmotic pump (model 2002). Alzet micro-osmotic pumps were implanted subcutaneously into the intrascapular region of mice on the day following PAC operation. During the pump implantation, the mice were anaesthetised with isoflurane.

### Transcriptome analysis

Mice were deeply anaesthetised and sacrificed by decapitation. Sternotomy was performed, cold phosphate-buffered saline (PBS) was perfused into the right and left ventricles, and the hearts were extirpated and separated into the right ventricle, left ventricle, and ventricular septum. The separated cardiac tissues were immediately frozen in liquid nitrogen. Frozen heart tissues were broken into powder using Cryopress (CP-100W, Microtec–Nichion Co. Ltd, Funabashi, Japan). These powders were dissolved in TRIzol reagent (Invitrogen), and total RNA was extracted. Similarly, cultured neonatal rat ventricular cardiomyocytes (NRVCs) were washed with cold PBS and immediately dissolved in TRIzol reagent. Transcriptome analysis was performed using SurePrint G3 Mouse Microarray 8X60 K ver.2.0 (Agilent Technologies Inc., Santa Clara, CA, USA) and SurePrint G3 Rat GE 8 × 60K ver. 2.0 (Agilent Technologies Inc.) The chips were scanned using Agilent Scanner G2505C (Agilent Technologies Inc.). The data were processed and analysed using the GeneSpring software (v.14.1.1, Agilent Technologies Inc.). Statistical significance was assessed using analysis of variance (ANOVA) (*p* < 0.05) and corrected for multiple-group comparisons using Tukey’s HSD. Significant differentially expressed genes were captured, and the expression patterns of these genes were analysed for pathway analysis using the Ingenuity Pathway Analysis software (Ingenuity Systems, www.ingenuity.com).

### Histology

Mice were euthanized by cervical dislocation. The heart was immediately perfused with PBS and fixed with 10% neutral buffered formalin. The tissues were then embedded in paraffin. Sections were cut to a thickness of 4 μm and stained with hematoxylin and eosin. The connective tissue was visualised by Azan staining. For immunostaining, the hearts were perfused with PBS and fixed with 4% paraformaldehyde. Tissues were placed in 10 and 20% sucrose in PBS until they sank (1–2 h) and then in 30% sucrose in PBS overnight. For the detection of C3d, the samples were incubated with mouse monoclonal anti-C3d (3d29, Creative BioLabs) primary antibody for 1 h at 37 degrees. Antibody binding was detected using the horseradish peroxidase-conjugated anti-mouse IgG antibody (#NA931, 1:200, GE Healthcare Life Sciences), followed by incubation with diaminobenzidine (7411-49-6, Wako Pure Chemical Industries Ltd., Osaka, Japan). Sections were then counterstained with Mayer’s hematoxylin (Burlingame, CA, USA). The fibrotic area was determined using the ImageJ software as previously described^58^.

### Cell culture

Primary cultures of neonatal rat ventricular cardiomyocytes (NRVCs) were prepared as described previously^59^. After 1 h of serum starvation (1% fetal bovine serum), NRVCs were stimulated with C3a recombinant protein (8085-C3-025, R&D SYSTEMS). siRNAs were transfected into cells using Lipofectamine3000 (Invitrogen) according to the manufacturer’s protocol. The siRNA for *C3ar1* (s136363) was purchased from Thermo Fisher Scientific. Control siRNA and scrambled siRNA (4390846) were purchased from Life Technologies.

### Isolation of adult cardiomyocytes

The process of adult cardiomyocyte isolation in mice was basically performed as described previously^60^. Briefly, the heart is quickly removed from a well-sedated mouse and cannulated in a Langendorff system. And the hearts were perfused into the coronary artery via the aorta with Cell Isolation Buffer containing Collagenase Type 4 (#CLS4, Worthington Biochemical Corporation) (1 mg/mL). And the left and right ventricles were separated and minced finely to isolate the cardiomyocytes. The pellets were then centrifuged at 300 rpm for 5 min, resuspended in Tyrode’s solution, and stored at 37 degrees.

### Real-time quantitative reverse transcription PCR (qRT-PCR) analysis

In brief, total RNA was purified using the RNeasy Mini Kit (Qiagen). RNA samples were treated with gDNA Remover (Toyobo) to remove genomic DNA contamination. One microgram of DNase-treated RNA was used for first-strand complementary DNA (cDNA) synthesis using the ReverTra Ace qPCR RT Kit (Toyobo) and oligo dT20 primers. qPCR was performed using Fast SYBR Green Master Mix (Thermo Fisher Scientific). The primer sequences are listed in Supplementary Table 2.

### Western blot analysis

Briefly, the NRVCs were lysed using the ULTRARIPA kit A solution (BioDynamics Laboratory Inc., Tokyo, Japan) containing 1% protease inhibitor (P8340, Sigma-Aldrich) and 1% phosphatase inhibitor (160-24371, Wako Pure Chemical Industries Ltd.). The cell lysates were centrifuged at 12,000 × *g*, and the protein concentration in the supernatant was determined using the BCA Protein Assay Kit (TaKaRa Bio Inc., Japan). Total proteins were resolved in 15% sodium dodecyl sulfate polyacrylamide gels under reducing conditions and electrophoretically transferred onto polyvinylidene difluoride membranes using the iBlot Dry Blotting system (Thermo Fisher Scientific). The membranes were incubated with Blocking One (Nacalai Tesque, Kyoto, Japan) for 30 min to block nonspecific binding sites. The polyvinylidene difluoride membranes were then incubated overnight with the primary antibodies diluted in Hikari Signal Enhancer Solution (Nacalai Tesque) at 4 degrees. Next, the membranes were incubated with horseradish peroxidase-conjugated anti-rabbit IgG (NA934, GE Healthcare) secondary antibody for 1 h at room temperature. Labelled proteins were visualised using an enhanced chemiluminescence kit (Nacalai Tesque) according to the manufacturer’s instructions. Primary antibodies related to MAP kinesis were rabbit anti-p44/42 MAPK (4370, Cell Signalling Technology), anti-phospho-p44/42 MAPK (4695, Cell Signalling Technology), rabbit anti-p38 (9212, Cell Signalling Technology), rabbit anti-phospho p38 (9211, Cell Signalling Technology), rabbit anti-SAPK/JNK (9252, Cell Signalling Technology), and rabbit anti-phospho-SAPK/JNK (9251, Cell Signalling Technology).

### Measurement of Ca^2+^ Imaging

Briefly, isolated cardiomyocytes were loaded with Tyrode solution containing 1 μM Fluo-4AM (F14217, Themo Fisher Scientific) and stained for 20 min. The loaded cardiomyocytes were then resuspended in normal Tyrode solution containing 1 mM CaCl2 and kept at 37 degrees. Electric field stimulation (DPS-007, DIA Medical System Co) was applied to loaded cardiomyocytes. During this process, Ca^2+^ transients, Ca^2+^ waves, and Ca^2+^ sparks measurements were captured on movies using an All-In-One microscope (BZ-9000, Keyence). The movies were analyzed using Image J. The specific Ca^2+^ imaging measurement protocols are as follows. Ca^2+^ transient was measured as the change in fluorescence intensity of fluo4 during 5 Hz electric field stimulation for approximately 5 s. Ca^2+^ waves and Ca^2+^ sparks were analyzed as the change in fluorescence intensity emitted from isolated cardiomyocytes during 15 s after field stimulation. Ca^2+^ waves were counted as fluorescence intensity in 90% of the surface area of cardiomyocytes. The Ca^2+^ sparks were counted as a localized Ca^2+^ as fluorescence intensity in the cardiomyocytes along a 100 μm line. The parameters of Fmax/F0, Time to Peak, and RT50 were calculated from the Ca^2+^ transients. Fmax/F0 was calculated by defining F0 as the fluorescence intensity of Fluo4 at rest before field stimulation and Fmax as the maximum fluorescence intensity of Fluo4 during field stimulation. Time to Peak was calculated as the difference between the time of the first electric field stimulation and the time of the first Fmax. RT50 was calculated as the difference between the time at Fmax and the time at which the fluorescence intensity decreased to 50% of Fmax.

### Human sample correction

We retrospectively evaluated patients with chronic thromboembolic pulmonary hypertension (CTEPH) and pulmonary arterial hypertension (PAH) from April 2016 to November 2020 according to our inclusion criteria: (1) age ≥18 years, (2) subjected to right heart catheterisation (RHC), and (3) availability of plasma samples. Thus, 133 patients, including 128 with CTEPH and 5 with PAH, were enrolled for the main analysis (mean age = 66.1 ± 15.3 years; 70.7% women). All patients underwent RHC using a 6 or 7 Fr Swan-Ganz catheter (Swan-Ganz CCO CEDV, Edwards Lifesciences, Irvine, CA, USA). The mean pulmonary artery (PA) pressure was measured using RHC. The present study was approved by the Ethics Committee of Keio University Hospital (approval no. 20140203). Written informed consent was obtained from all participants in this human study and no compensation was given to participants. Total RNAs from the left and right ventricle of adult humans were purchased from Biochain (cat. no. R1234138-50, and R1234139-50). RT-PCR analysis for human samples was carried out in technical replicates (Fig. 1d–f).

### Enzyme linked immunosorbent assay (ELISA)

Plasma C3 and CFD levels were measured using the human C3 (HK366) and human complement factor D (HK343) ELISA kits (Hycult Biotech, Uden, Netherlands). Samples, reagents, and buffers were prepared according to the manufacturer’s protocol). All laboratorial analyses were performed in a blinded manner.

### Statistical analyses

Values are presented as the mean ± standard error of the mean or as mean ± standard deviation. The significance of the differences between two means was evaluated using unpaired and paired *t-*tests. Spearman’s correlation test was performed to compare the plasma concentrations of C3 and CFD with the RHC data. Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The microarray data generated in this study have been deposited in the GEO database under accession code GSE183503 and GSE183504. All the other data supporting the findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Ziaeian B, Fonarow GC (2016). Epidemiology and aetiology of heart failure. Nat. Rev. Cardiol..

[2] Mehra MR, Park MH, Landzberg MJ, Lala A, Waxman AB (2014). Right heart failure: Toward a common language. J. Heart Lung Transplant..

[3] Haddad F, Hunt SA, Rosenthal DN, Murphy DJ (2008). Right ventricular function in cardiovascular disease, part I. Circulation.

[4] Voelkel NF (2006). Right ventricular function and failure. Circulation.

[5] Konstam MA (2018). Evaluation and management of right-sided heart failure: a scientific statement from the american heart association. Circulation.

[6] van de Veerdonk MC (2011). Progressive right ventricular dysfunction in patients with pulmonary arterial hypertension responding to therapy. J. Am. Coll. Cardiol..

[7] Meyer P (2010). Effects of right ventricular ejection fraction on outcomes in chronic systolic heart failure. Circulation.

[8] Ghio S (2017). Different correlates but similar prognostic implications for right ventricular dysfunction in heart failure patients with reduced or preserved ejection fraction. Eur. J. Heart Fail..

[9] Reddy S, Bernstein D (2015). Molecular mechanisms of right ventricular failure. Circulation.

[10] Kondo RP (2006). Comparison of contraction and calcium handling between right and left ventricular myocytes from adult mouse heart: a role for repolarization waveform. J. Physiol..

[11] Reddy S (2012). Dynamic microRNA expression during the transition from right ventricular hypertrophy to failure. Physiol. Genomics.

[12] Abu-Issa R, Kirby ML (2007). Heart field: from mesoderm to heart tube. Annu. Rev. Cell Dev. Biol..

[13] Corrado D, Link MS, Calkins H (2017). Arrhythmogenic right ventricular cardiomyopathy. N. Engl. J. Med..

[14] Behr, E. R., Ben-Haim, Y., Ackerman, M. J., Krahn, A. D., Wilde, A. A. M. Brugada syndrome and reduced right ventricular outflow tract conduction reserve: a final common pathway? *Eur. Heart. J.*, **42**, 1073–1081 (2021).10.1093/eurheartj/ehaa105133421051

[15] Tarnavski O (2004). Mouse cardiac surgery: comprehensive techniques for the generation of mouse models of human diseases and their application for genomic studies. Physiol. Genomics.

[16] Thurman JM (2013). Detection of complement activation using monoclonal antibodies against C3d. J. Clin. Investig..

[17] Reis ES, Mastellos DC, Hajishengallis G, Lambris JD (2019). New insights into the immune functions of complement. Nat. Rev. Immunol..

[18] Lian H (2015). NFκB-activated astroglial release of complement C3 compromises neuronal morphology and function associated with Alzheimer’s disease. Neuron.

[19] Peng Q (2008). Local production and activation of complement up-regulates the allostimulatory function of dendritic cells through C3a–C3aR interaction. Blood.

[20] Merle, N. S., Church, S. E., Fremeaux-Bacchi, V., Roumenina, L. T. Complement system Part I—molecular mechanisms of activation and regulation. *Front. Immunol.***6**, 262 (2015).10.3389/fimmu.2015.00262PMC445173926082779

[21] Song N-J (2016). Small molecule-induced complement factor D (Adipsin) promotes lipid accumulation and adipocyte differentiation. PLOS ONE.

[22] Xu Y (2001). Complement activation in factor D-deficient mice. Proc. Natl Acad. Sci..

[23] Tsuru H, Osaka M, Hiraoka Y, Yoshida M (2020). HFD-induced hepatic lipid accumulation and inflammation are decreased in Factor D deficient mouse. Sci. Rep..

[24] Petrich BG, Wang Y (2004). Stress-activated MAP kinases in cardiac remodeling and heart failure: new insights from transgenic studies. Trends Cardiovasc. Med..

[25] Wysoczynski M (2009). Defective engraftment of C3aR^−/−^ hematopoietic stem progenitor cells shows a novel role of the C3a–C3aR axis in bone marrow homing. Leukemia.

[26] Medvedev R (2021). Nanoscale study of calcium handling remodeling in right ventricular cardiomyocytes following pulmonary hypertension. Hypertension.

[27] Harjola V-P (2016). Contemporary management of acute right ventricular failure: a statement from the Heart Failure Association and the Working Group on Pulmonary Circulation and Right Ventricular Function of the European Society of Cardiology. Eur. J. Heart Fail..

[28] Stenmark KR, Fagan KA, Frid MG (2006). Hypoxia-induced pulmonary vascular remodeling. Circ. Res..

[29] Stenmark KR, Meyrick B, Galie N, Mooi WJ, McMurtry IF (2009). Animal models of pulmonary arterial hypertension: the hope for etiological discovery and pharmacological cure. Am. J. Physiol.-Lung Cell. Mol. Physiol..

[30] Rockman HA (1994). Molecular and physiological alterations in murine ventricular dysfunction. Proc. Natl Acad. Sci..

[31] Borgdorff MAJ, Dickinson MG, Berger RMF, Bartelds B (2015). Right ventricular failure due to chronic pressure load: What have we learned in animal models since the NIH working group statement?. Heart Fail. Rev..

[32] Ricklin D, Reis ES, Lambris JD (2016). Complement in disease: a defence system turning offensive. Nat. Rev. Nephrol..

[33] Lappegård KT (2014). A vital role for complement in heart disease. Mol. Immunol..

[34] Aukrust P (2001). Complement activation in patients with congestive heart failure. Circulation.

[35] Clark DJ (2001). Serum complement activation in congestive heart failure. Am. Heart J..

[36] Cuvelliez M (2019). Circulating proteomic signature of early death in heart failure patients with reduced ejection fraction. Sci. Rep..

[37] Shahini N (2019). Increased complement factor B and Bb levels are associated with mortality in patients with severe aortic stenosis. J. Immunol..

[38] Shahini N (2020). Complement component C3 and the TLR co-receptor CD14 are not involved in angiotensin II induced cardiac remodelling. Biochem Biophys. Res Commun..

[39] Zhang C, Li Y, Wang C, Wu Y, Du J (2014). Antagonist of C5aR prevents cardiac remodeling in angiotensin II–induced hypertension. Am. J. Hypertension.

[40] Zhang C (2014). Complement 5a receptor mediates angiotensin II-induced cardiac inflammation and remodeling. Arterioscler Thromb. Vasc. Biol..

[41] Frid MG, Thurman JM, Hansen KC, Maron BA, Stenmark KR (2020). Inflammation, immunity, and vascular remodeling in pulmonary hypertension; Evidence for complement involvement?. Glob. Cardiol. Sci. Pr..

[42] Frid MG (2020). Immunoglobulin-driven complement activation regulates proinflammatory remodeling in pulmonary hypertension. Am. J. Respiratory Crit. Care Med..

[43] Zipfel PF, Skerka C (2009). Complement regulators and inhibitory proteins. Nat. Rev. Immunol..

[44] Forneris F (2010). Structures of C3b in complex with factors B and D give insight into complement convertase formation. Science.

[45] Campbell WD, Lazoura E, Okada N, Okada H (2002). Inactivation of C3a and C5a octapeptides by carboxypeptidase R and carboxypeptidase N. Microbiol. Immunol..

[46] Wilken H-C, Götze O, Werfel T, Zwirner J (1999). C3a(desArg) does not bind to and signal through the human C3a receptor. Immunol. Lett..

[47] Coulthard LG, Woodruff TM (2015). Is the complement activation product C3a a proinflammatory molecule? re-evaluating the evidence and the myth. J. Immunol..

[48] Peng Q (2012). C3a and C5a promote renal ischemia-reperfusion injury. J. Am. Soc. Nephrol..

[49] Ricklin D, Reis ES, Mastellos DC, Gros P, Lambris JD (2016). Complement component C3—The “Swiss Army Knife” of innate immunity and host defense. Immunological Rev..

[50] Bajic G, Degn SE, Thiel S, Andersen GR (2015). Complement activation, regulation, and molecular basis for complement-related diseases. EMBO J..

[51] Merle, N. S., Noe, R., Halbwachs-Mecarelli, L., Fremeaux-Bacchi, V., Roumenina, L. T. Complement system part II: role in immunity. *Front. Immunol.***6**, 257 (2015).10.3389/fimmu.2015.00257PMC444374426074922

[52] Li, X. X., Kumar, V., Clark, R. J., Lee, J. D., Woodruff, T. M. The “C3aR Antagonist” SB290157 is a Partial C5aR2 Agonist. *Front. Pharmacol.***11**, 591398 (2021).10.3389/fphar.2020.591398PMC785963533551801

[53] Legendre CM (2013). Terminal complement inhibitor eculizumab in atypical hemolytic–uremic syndrome. N. Engl. J. Med..

[54] Hill A, DeZern AE, Kinoshita T, Brodsky RA (2017). Paroxysmal nocturnal haemoglobinuria. Nat. Rev. Dis. Prim..

[55] Dalakas MC (2019). Immunotherapy in myasthenia gravis in the era of biologics. Nat. Rev. Neurol..

[56] Kakegawa W (2015). Anterograde C1ql1 signaling is required in order to determine and maintain a single-winner climbing fiber in the mouse cerebellum. Neuron.

[57] Imai Y, Kariya T, Iwakiri M, Yamada Y, Takimoto E (2018). Sildenafil ameliorates right ventricular early molecular derangement during left ventricular pressure overload. PLOS ONE.

[58] Kallikourdis M (2017). T cell costimulation blockade blunts pressure overload-induced heart failure. Nat. Commun..

[59] Itabashi Y (2005). Analysis of the electrophysiological properties and arrhythmias in directly contacted skeletal and cardiac muscle cell sheets. Cardiovasc Res..

[60] Shioya T (2007). A simple technique for isolating healthy heart cells from mouse models. J. Physiological Sci..

How the deposited data were processed for this re-analysis (not part of the article)

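Gene expression was measured in NRVCs on 6 arrays, 3 from cultures without C3a (control) and 3 from cultures with C3a. The mouse heart arrays, quantitative PCR, echocardiography and patient measurements of the study were not analysed here. The samples were grouped by the condition and replicate number in their records, which match the group sizes in the legend of Fig. 4.

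The authors deposited the intensity of every spot as written by the Feature Extraction software of the scanner, which subtracts the local background and corrects for trends across the array. The intensities are on a linear scale and are not normalized between arrays. The authors also deposited a table of log2 values for 36638 probes. Setting each column against the scanner values of its array showed that this table holds the log2 intensity minus the 75th percentile of the array, without centring, to within 0.0062 at the median. The methods name GeneSpring and a threshold of 0.05 and, for comparisons of several groups, a correction for multiple groups; the paper's text does not name the normalization or a correction across genes for this comparison. With 2 groups the variance test of the methods equals the plain equal-variance test, which was run as an alternative on the same values.

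Of the 62976 spots per array, the 4259 control spots were left out, as were spots with an outlier flag. The remaining spots of one probe were averaged, which gave values on all 6 arrays for 45572 of 45598 probes. A probe counted as well above background on an array where at least 50% of its spots did so by the scanner software. The log2 signal was taken relative to the 75th percentile over all probes of the array. Kept were the 23438 probes well above background on all 3 arrays of at least one condition, of which 17519 met this in the controls and 23425 in the C3a arrays. The higher background on control replicate 1 removes dim probes detected in the controls only, while dim probes detected with C3a stay in.

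The scanner files used here name probes by accession. The accession of 21109 of the 45598 probes (46.3%) was in the gene table of the GRCr8 assembly, without version numbers, and gave 16581 gene symbols. Other probes keep the name in the files. No coordinates are printed because the array design uses another assembly. A gene was represented by its probe with the highest mean signal over all 6 arrays, which gave 10392 genes with a kept probe.

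C3a was compared with control by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the kept probes. Gene lists were tested with limma's camera (inter-gene correlation 0.01), with fry and an estimated correlation as alternatives, and adjusted within the pathway lists and within the other lists. Overlaps used a one-sided Fisher's exact test against the genes with a kept probe. The lists were oncostatin M, NFAT in cardiac hypertrophy, NFAT in the immune response, CNTF, JAK/Stat and chemokine for the pathways, and cardiomyocyte, hypertrophy and fibrosis markers, ERK feedback and immediate early, NF-kB and Toll-like receptor response, interferon-stimulated, complement, fibroblast, endothelial, macrophage, proliferation and circadian clock. The result of 1 of the genes in these lists is not reported here. Figures were drawn with matplotlib 3.10.9.

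The counts at an unadjusted p under 0.05 were added to the design after seeing that no probe passed the adjusted threshold. The rest of the design, the lists, the rule for named genes and most alternatives were set before the data were examined. The rule names every gene the study names, and the probes that pass the adjusted threshold with the largest changes, of which there were none. Alternatives set in advance were quantile normalization, no normalization, another percentile, other filters on dim probes, a variance trend, the authors' log2 table, the replicate block, each array left out in turn, the test of the methods and stricter thresholds. Normexp background correction (offset 50) was planned on the mean spot signal, which the scanner files used here do not give, and was run on the median spot signal. That change, array weights, a filter on 2 of 3 arrays, scaling to 7 E1A spike-in probes, loess normalization with the replicate block, and the replicate block with adjustment over the list alone were chosen after seeing the data. A block for slide or scan was not possible with 1 slide and 1 scan.

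The replicate numbers were checked for pairing. The correlation of deviations from the group mean over the kept probes was 0.28, 0.32 and 0.31 for the arrays with the same number, and between -0.26 and -0.093 for arrays with different numbers. The pairing comes from these values; the sample records give only the number, which is also the position of the array along the slide.

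The limma step was tested on simulated arrays for C3a against control with 200 of 23438 probes changed, where 127 of the changed probes and 8 others were called. With the replicate block, 103 changed probes and 4 others were called. The simulated arrays had no deviation shared by replicate number, unlike the data, so they do not show what the block gains there. The gene list tests were run on 10392 genes with 1 list of 30 genes raised, which gave a camera p of 1.65e-30, against 0.728 for a list left unchanged. That rise was larger than the mean change of any list here, and the simulated genes varied independently.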

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

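The test of other cell types and the loess fit were chosen only after the result was seen. The paper does not report on cardiomyocyte genes as a list in these arrays, and among the gene lists outside its pathways this list was past the threshold. Its 23 genes were higher with C3a by a mean log2 fold change of 0.12, with 20 of 23 above 0 (adjusted p = 0.0314 from limma's camera). The call depends on the test, the scaling and single arrays. Adjusted p was 0.854 with fry and 0.856 with an estimated correlation between genes, so the call held under neither. It was 0.166 with a variance trend and 0.254 without normalization between arrays. After quantile normalization the list lay below the other genes, by a difference of -0.057 (adjusted p = 0.433), and after loess with the replicate block by -0.025. Adjusted p was 0.180 without control replicate 2, 0.0809 without control replicate 3, 0.0758 without C3a replicate 1 and 0.110 without C3a replicate 2. Over all alternatives it ranged from 0.000135 to 0.856.

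Random lists of 23 genes matched on mean signal had a median shift of 0.14, and the cardiomyocyte list lay at percentile 10.55 of 10000 such lists, so most lists of equal signal shifted further. A candidate explanation is therefore a shift that depends on the signal of the probe. Kept probes in 4 equal classes from dim to bright had median changes of 0.083, 0.012, 0.022 and 0.080, so the dimmest class moved as far as the brightest. A smaller share of other cell types in the C3a cultures, which would lower all of their genes alike, stays open. The mean change of the macrophage list lay above that of the fibroblast list by 0.17 (two-sided exact permutation test over 3 against 3 arrays, p = 0.2, where the smallest possible is 0.1). It lay above in 3 of 3 pairs of equal replicate number (two-sided exact permutation test of the signs, p = 0.25, the smallest that 3 pairs allow), so these arrays cannot decide it. The brightest genes of these lists were S100a4 and Sparc for fibroblasts, with log2 fold changes of 0.19 and 0.088, Vwf and Kdr for endothelial cells, with 0.24 and 0.14, and Lgals3 and Lyz2 for macrophages, with 0.036 and -0.088. Of the lists, 5 of 21 fibroblast genes and 2 of 11 macrophage genes are also in another list. A response of cardiomyocytes to C3a was not separated from the dependence on signal.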

How the results depend on the processing

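The normexp setting on the median spot signal, array weights, the filter on 2 of 3 arrays, the spike-in scaling, the loess fit and the replicate block with adjustment over the list alone were chosen after seeing the data. The counts of 0 probes higher and 0 lower at an adjusted p under 0.05 held in all settings but these. Without normalization between arrays 4 probes were lower, with spike-in scaling 1 was higher and 15 were lower, and the unadjusted test of the methods gave 752 higher and 356 lower. Stricter thresholds also gave 0. The overlap with the 6 pathway lists could be tested only with spike-in scaling and the unadjusted test of the methods, and 0 lists passed there. In the other settings it was 0 because no gene with a place in the test was called, which says nothing about its stability.

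At an unadjusted p under 0.05, the 783 probes higher became 41 without normalization, 359 without a filter on dim probes, 370 with probes well above background on all 6 arrays, 9 with spike-in scaling, 1832 with the replicate block and 1350 with loess and the block. The 581 lower became 351 with normexp, 2558 without normalization, 1366 with the replicate block, 1839 with loess and the block, 1728 with spike-in scaling and 356 in the methods' test. Leaving out each array gave between 441 and 1263 higher and between 268 and 876 lower. The cause was not tested. The median change of all probes was -0.10 without a filter on dim probes. Adjusted over the list alone, the replicate block took Cebpa past the threshold among the genes the study names (p from limma = 0.0254, against 0.0611 without it), Cfi in the complement list (0.0384) and Vim in the fibroblast list (0.0440). The replicate block changed no other call.

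Ccl5 kept its direction in 20 of 21 alternatives and Cebpa in all 21. The exception was spike-in scaling, with -0.099 for Ccl5, where the median log2 fold change of all kept probes was -0.40, against 0.048 with the 75th percentile. Several alternatives leave the log2 fold change of both genes as it was and could not change its direction. Among them are the variance trend, the replicate block, looser filters on dim probes and the test of the methods. With adjustment over all probes, neither passed the threshold in any setting. Without adjustment both passed it in the test of the methods, with log2 fold changes of 0.35 and 0.47 there, and in limma with and without the replicate block. Leaving out each array gave 0.29 to 0.45 for Ccl5 and 0.39 to 0.54 for Cebpa. Adjusted p ranged from 0.253 to 0.997 over the other alternatives for Ccl5 and from 0.221 to 0.997 for Cebpa.

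Other named genes, none past the threshold in any setting, changed sign as follows, as log2 fold changes. With spike-in scaling the value was -0.36 for C3ar1, -0.41 for Cfd, -0.44 for Nppb, -0.29 for Myh7, -0.23 for Myh6 and -0.29 for Gapdh. Without normalization between arrays the value was -0.23 for C3ar1, -0.28 for Cfd, -0.31 for Nppb, -0.17 for Myh7, -0.10 for Myh6 and -0.16 for Gapdh. With loess and the block the value was -0.080 for Cfd, -0.13 for Nppb, -0.067 for Myh7 and -0.013 for Myh6. With array weights the value was -0.14 for Cfd, 0.016 for Nppa, 0.0045 for Col3a1 and 0.0089 for Ccn2. With quantile normalization the value was -0.13 for Nppb, -0.042 for Myh7, -0.020 for Myh6 and -4.5e-05 for Gapdh. With the percentile over detected probes the value was -0.016 for Nppb. Leaving out each array gave -0.28 to 0.25 for Cfd, -0.058 to 0.11 for Nppb, -0.19 to 0.061 for Nppa and -0.098 to 0.029 for Col3a1.

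The number of gene lists past the threshold, 1 with camera, was 0 with quantile normalization, without normalization, with the variance trend, with spike-in scaling, with loess and the block, with fry and with an estimated correlation, and 0 to 3 with each array left out, the 3 being fibroblast, endothelial and proliferation without C3a replicate 1. The distance of a list's mean log2 fold change from that of other genes changed sign as follows. Without a filter on dim probes it was 0.067 for oncostatin M, 0.00029 for NFAT in the immune response, 0.055 for CNTF, 0.098 for JAK/Stat, 0.058 for hypertrophy and fibrosis markers, 0.083 for ERK feedback and immediate early, -0.021 for NF-kB and Toll-like receptor response, 0.033 for complement, 0.020 for fibroblast, -0.046 for macrophage, 0.054 for proliferation and 0.00072 for circadian clock. With probes well above background on all 6 arrays it was 0.0046 for chemokine, 0.051 for complement and -0.026 for macrophage. With loess and the block it was 0.0020 for oncostatin M, -0.0018 for NFAT in cardiac hypertrophy, 0.00060 for NFAT in the immune response, 0.0017 for JAK/Stat and -0.025 for cardiomyocyte. With normexp it was -0.0084 for NFAT in cardiac hypertrophy and 0.016 for complement. With array weights it was 0.022 for oncostatin M, 0.023 for JAK/Stat and 0.034 for complement. With quantile normalization it was -0.0058 for NFAT in cardiac hypertrophy, -0.057 for cardiomyocyte and 0.0099 for complement. With the filter on 2 of 3 arrays it was 0.0040 for oncostatin M and 0.0013 for complement. With the authors' log2 table it was -3.2e-06 for NFAT in cardiac hypertrophy and 0.0039 for complement. Leaving out each array gave -0.069 to 0.0022 for CNTF, -0.022 to 0.032 for JAK/Stat, -0.0087 to 0.038 for NF-kB and Toll-like receptor response, -0.017 to 0.024 for NFAT in cardiac hypertrophy, -0.017 to 0.0018 for NFAT in the immune response, -0.027 to 0.0088 for chemokine, -0.034 to 0.062 for complement and -0.023 to 0.019 for oncostatin M. The cause was not tested. The filter on all 6 arrays leaves no value for Ccl5, Cebpa and Cfd. The planned normexp on the mean spot signal was not run.

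The difference between the array distances across and within conditions, 0.00075, was -0.0014 without a filter on dim probes, where values near the background of control replicate 1 enter. It was above 0 in the other alternatives for clustering, of which a constant shift of each array, array weights and the variance trend cannot change it. Dim probes limit these arrays: the probes for Ccl5, Cebpa and Cfd were not well above background on control replicate 1, and 18057 of 45572 probes were so on no array.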

Differences from the paper's values

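No value that the paper states for these arrays differed from the value here; the legend of Fig. 4c gives 3 samples per group, as analysed. The heatmap of Fig. 4c shows the arrays grouped by condition. Over the 23438 kept probes, the first branch held control replicate 2 alone. In none of the alternatives for clustering did the first branches follow the condition. Of these alternatives, a constant shift of each array, array weights and the variance trend cannot change the distances. The first branches did follow the condition over the 1108 probes that the unadjusted test of the methods selects. The paper names Ccl5 and Cebpa among the genes enriched with C3a. Both were higher here, by a log2 fold change of 0.35 and 0.47, and neither passed the adjusted threshold (adjusted p = 0.743 from limma for both). Both are called by the unadjusted test of the methods, set before the data were examined, and at an unadjusted p under 0.05 by limma with and without the replicate block, a threshold for limma chosen after seeing the values. Adjusted over the list alone with the replicate block, chosen after seeing the values, Cebpa alone was called (p from limma = 0.0254, and 0.0612 for Ccl5). The paper gives 6 enriched pathways in Fig. 4d. With the lists used here, which are not the Ingenuity lists, 0 of 6 passed the threshold with the genes called by the unadjusted test of the methods, where the lowest adjusted p was 0.420. With limma no gene was called, so the overlap was not tested there.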

Other observations

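The count over splits, the spike-in test, the loess fit and the tests of control replicate 1 were chosen only after the result was seen. Most of the excess of low p-values appears once replicate numbers are paired. Without pairing, limma gave 1364 probes against 1172 by chance, but the excess was absent in some settings. The test of the methods gave 1108 and normexp 985, both against 1172, and no filter on dim probes gave 1035 against 2279. With all 6 arrays, the other unpaired settings lay above chance. Among the 10 ways of splitting the 6 arrays into 3 and 3, 3 gave at least as many probes at an unadjusted p under 0.05 as the real split, so chance cannot be excluded, and 10 splits could not exclude it in any case. Both splits that exceeded it part only 1 pair, and the 6 such splits gave between 605 and 2088 probes. Of the 4 splits that part all 3 pairs, the real one gave the most probes, 1364, and the others between 420 and 463. With the replicate block the real split gave 3198 and the others between 604 and 744, with 0 probes past the adjusted threshold in the real split.

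A shift of bright against dim probes was tested as the cause of this excess. After loess normalization, which removes such shifts, the paired fit still gave 3189 probes for the real split, against 662 to 803 for the others that part all pairs, which argues against the shift as the whole cause. After loess, 1350 were higher and 1839 lower, so the direction of the excess is not settled. The side of the slide stays open because it cannot be told apart from C3a. The 7 E1A spike-in probes detected on all arrays are for transcripts that are assumed to be added in equal amounts. After the 75th percentile shift they were higher by a mean of 0.45 on the C3a side (two-sided exact permutation test, p = 0.3). They were higher with C3a in 3 of 3 pairs of equal number. The median size of change among the 1364 probes, 0.45, was raised by choosing them on p and is not a like measure. The spike-ins do not tell a lower yield of labelled RNA from a difference between the sides. Of the 1364 probes without pairing, 741 lay in the dimmest of 4 equal classes of kept probes, then 404, 168 and 51 in the brightest. With a variance trend, 1512 probes had an unadjusted p under 0.05. A hypothesis is that C3a changed many probes by small amounts that 3 arrays per group could not resolve one by one. These arrays do not separate it from the slide or from noise in dim probes.

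Control replicate 1 detected 17587 probes, against 24470 to 26123 on the other arrays, and its negative control spots had an SD of 11.2 intensity units, against 2.21 to 2.73. For probes well above background on no array, it lay above the other controls by a median of 2.33 on the log2 scale, while for the 17506 probes well above background on all arrays the median difference was 0.065. A higher background on that array is a candidate explanation. It is a single array, and no biological explanation was tested. This background was also tested as the cause of the low p-values between C3a and control. Without the array, 1485 probes had an unadjusted p under 0.05, against 1364 with it, and 797 probes were shared. Their number therefore does not rest on the values of that array. The kept probes were still those chosen with it, so an effect of its background through the filter stays open. Array weights from limma were lowest for control replicate 2, at 0.345, and 0.884 for control replicate 1.

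The 8 Gapdh probes did not move together. The 4 probes with a signal above 6 on the relative log2 scale changed by 0.11 to 0.28 with C3a, and the 4 dimmer probes by -0.16 to -0.034, all relative to the 75th percentile; the brightest changed by -0.16 without normalization between arrays and -0.29 with spike-in scaling. The cause was not tested.

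The lists outside the named pathways, other than the cardiomyocyte list, did not pass the threshold with limma's camera, except without C3a replicate 1, where the fibroblast, endothelial and proliferation lists did (adjusted p = 0.0247 for each). The mean log2 fold change was -0.070 for fibroblast genes (adjusted p = 0.260), -0.068 for hypertrophy and fibrosis markers (0.262), -0.050 for proliferation (0.262), -0.058 for endothelial genes (0.262) and -0.031 for ERK feedback and immediate early genes (0.455). It was 0.084 for interferon-stimulated genes (0.281), 0.10 for macrophage genes (0.560), 0.034 for the NF-kB and Toll-like receptor response (0.735), 0.022 for complement genes (0.740) and -0.0054 for circadian clock genes (0.740). With fry, adjusted p was between 0.587 and 0.902 for these lists. Adjusted over the list alone, 0 genes of these lists passed without the replicate block. With it, chosen after seeing the data, Cfi passed in the complement list and Vim in the fibroblast list, with log2 fold changes of 0.49 and -0.48, both named after their values were seen. For complement genes the mean was positive, while the median and the direction in camera were negative. For circadian clock and ERK feedback genes the mean was negative and the median positive, and for circadian clock and complement genes fry gave a higher direction. Among the genes that the test of the methods calls without adjustment in the lists outside the pathways, named after their values were seen, Casq2, Tlr2 and Itgam were higher with C3a and Dusp5 was lower. Itgam, a macrophage gene, changed by 0.63 (adjusted p = 0.743 from limma).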
